A study of Mus musculus with 192 samples.

How the data were processed

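Gene expression was measured by RNA sequencing in mouse bone marrow-derived dendritic cells, antigen-presenting cells grown from bone marrow with the growth factor GM-CSF. Per the labels, the cells were exposed for 6 hours to ligands of pattern recognition receptors, the sensors by which innate immune cells detect microbial components. The series holds 192 libraries in 64 groups of 3. A control group is named Ctrl, 7 groups received 1 ligand, 21 received a pair and 35 received a triplet, which covers every pair and every triplet of the 7 ligands. The ligands are named here as in the labels: PAM, LPS (lipopolysaccharide), HMW, Zymosan (described there as zymosan depleted), SeV, cGAMP (a cyclic dinucleotide) and CpGB. Doses were not used because the labels state none.

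Per the labels' protocols, the authors isolated RNA from lysed cells, reverse transcribed it with template switching, pooled the barcoded cDNA before amplification, tagmented it with Nextera XT and sequenced it on an Illumina NextSeq. The deposited values are whole-number counts of unique molecular identifiers (UMIs) per gene symbol, without normalization. A UMI marks 1 original cDNA molecule, so copies made by PCR are meant to be counted once. The labels do not name the aligner, the genome build, the annotation, the rule for collapsing UMIs or the treatment of reads that match several genes. Values of genes with near-identical relatives therefore carry an uncertainty that the counts cannot resolve, and no genome coordinates are given. Symbols were used as deposited, and 21911 of 23481 matched the mouse gene table at hand, 4516 of the 4720 tested.

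Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group as the factor, which left 4720 of 23481 genes and 95.7% of all UMIs; 8619 genes had no count in any library. Library sizes were scaled with TMM factors. A single quasi-likelihood negative binomial model with 1 coefficient per group was fitted to the 192 libraries (128 residual degrees of freedom), because 3 libraries alone give a weak estimate of the spread. The common biological coefficient of variation, edgeR's name for the spread between libraries beyond counting error, was 10.3%. Replicates are known here by number only, so this spread and the p-values may not reflect differences between animals. Contrasts were tested with edgeR's quasi-likelihood F-test and adjusted by Benjamini-Hochberg over the tested genes within each contrast. A gene was called changed against Ctrl at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. CPM (counts-per-million) were computed from the counts with the TMM-scaled library sizes and are given as mean ± SD of 3 libraries.

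A pair interaction was the pair minus both single ligands plus Ctrl on the log2 scale, so 0 means that the log2 effects of both ligands add up. A three-way interaction was the triplet minus its 3 pairs plus its 3 single ligands minus Ctrl. Both were called at an adjusted p under 0.05 with no fold threshold. A gene was called above both single ligands when the pair exceeded each of them by a log2 fold change of at least 1 and the larger of both p-values passed 0.05 after adjustment. The same rule with the sign turned gave genes below both, and the rule applied to the 3 pairs of a triplet gave genes above all 3 pairs. These comparisons do not use the control libraries.

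Triplet log2 fold changes against Ctrl were predicted from group means of log2 CPM (prior count 2) over genes changed in at least 1 single ligand or pair. The predictions were the single effect of largest absolute size, the sum of the 3 single effects, the pair effect of largest absolute size, the mean of the 3 pair effects, the pairwise model on the log2 scale (3 pairs minus 3 singles) and the same model on linear fold changes with a floor of 0.0625. Errors are root mean square (RMS) differences over genes. Triplets share singles, pairs and controls, so no p-value was computed.

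A pair of gene lists was fixed before the data were examined. The interferon-response list held Ifit1, Ifit2, Ifit3, Isg15, Isg20, Rsad2, Mx1, Mx2, Irf7, Usp18, Oasl1, Cmpk2, Ifi44, Zbp1 and Cxcl10, and all 15 were tested. The inflammatory list held Tnf, Il6, Il1a, Il1b, Il12b, Il23a, Il10, Cxcl1, Cxcl2, Ccl3, Ptgs2, Csf3, Nfkbia, Tnfaip3 and Nfkbiz, and 13 of its 15 genes were tested, since Il23a and Csf3 did not pass the filter. The lists share no gene. Each list was tested with the directional fry test of limma 3.58.1 on voom-transformed counts, two-sided, with Benjamini-Hochberg adjustment over the 14 tests. Camera with its preset correlation of 0.01 was the alternative chosen at that time, and camera with an estimated correlation and fry on the libraries of each ligand and Ctrl alone were added after the data were seen.

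The rule for the genes named in the text was also written before the data were examined. It gives 6 members of the lists by name (Cxcl10, Ifit1, Il6, Il12b, Tnf and Il10). For each single ligand it takes the 2 called genes with the largest rise and the 1 with the largest fall, among genes with a mean of at least 20 CPM in either group whose 3 ligand libraries all lay on one side of the 3 Ctrl libraries. Of 3 ligand against 3 control libraries drawn at random, 10% of genes would be separated in this way. For pair interactions, pairs above both singles, three-way interactions and triplets above all 3 pairs it takes the 4 calls with the smallest adjusted p, 1 per gene and 1 per combination, with at least 20 CPM in 1 of the groups. Genes named Gm with digits, Rik genes, ribosomal protein genes and mitochondrial genes were passed over. Genes named for reversed effects in the closing section were chosen after their values were seen.

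Total counts per library ranged from 46564 to 610234 with a median of 171616, and 3 UMIs over the group of Ctrl libraries correspond to 11.7 CPM. Where a group had 0 counts for a gene, the fold change is a lower bound computed against 3 counts over that group. This bound leaves out the counting error of the other group. Where it had 1 to 3 counts, the ratio is given with an exact 95% interval that covers counting error only.

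The gene-level tests were checked on counts simulated from the mean expression of each gene over all libraries, the library sizes and a coefficient of variation of 10%, over the same 4720 genes and 192 libraries. Changed genes were drawn among those with a mean of at least 20 CPM, so the shares recovered do not cover weaker genes. With 200 genes changed by an absolute log2 of 2, the comparison of LPS with Ctrl recovered 73.5% with 4 false calls. The interaction of PAM with LPS recovered 50.5% with 7 false calls, and the three-way interaction of PAM, LPS and HMW recovered 36.5% with 5. With 100 genes changed, the test for PAM + LPS above both singles recovered 99% and the test for genes below both recovered 64%, each with 0 false calls. The test for PAM + LPS + HMW above all 3 pairs recovered 96%, and an unchanged SeV group gave 0 calls against Ctrl. In the same simulation fry gave 0 of 12 p-values under 0.05 for lists without an effect and camera with its preset correlation 1 of 12, with 0 after adjustment for either. Each gene was drawn independently, so this check does not cover correlation between the genes of a list. The interferon-response list raised by a log2 of 1 with SeV had p-values of 1.76e-44 and 1.07e-105. Camera with an estimated correlation, the predictions and the correlations were not checked on these counts.

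Replicates of a group were compared by a chi-square test of their counts before averaging. The ratio of chi-square to degrees of freedom was 1.13 to 6.04 over the 192 replicate pairs, and the largest p-value was 0.000127, so no library was treated as a duplicate. Unchanged groups were simulated 100 times against the Ctrl libraries to estimate the correlation that shared controls produce alone.

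The alternatives, also chosen in advance, were RLE size factors, library size alone, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, fits on the compared groups only, no fold threshold, a fold threshold on interactions, adjustment over all combinations together, libraries thinned to 46564 counts, libraries under 25% of the median total left out, prior counts of 0.5 and 5, all tested genes for the predictions, and each replicate left out in turn (of all groups, of Ctrl or of the ligand). Leaving out the same replicate of all pairs or of all triplets, or the 4 libraries that lay nearer to a partner group, was added after the data were seen, as was applying the other alternatives to named genes and response correlations.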

Results

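The series measured how mouse bone marrow-derived dendritic cells respond to 7 ligands of pattern recognition receptors given alone, in pairs and in triplets. Expression was read as UMI counts per gene after 6 hours in 64 groups of 3 libraries: Ctrl, 7 single ligands, 21 pairs and 35 triplets. Total counts were low for RNA sequencing and uneven, from 46564 in replicate 2 of Zymosan + SeV to 610234 in replicate 3 of PAM + HMW + SeV, with a median of 171616 over all libraries. The Ctrl libraries held 73431 ± 14389 counts (SD, n = 3), the lowest mean of the 64 groups, against medians of 167311 for single ligands, 169114 for pairs and 179089 for triplets. Weakly expressed genes are therefore least precisely measured in the group that every fold change against Ctrl refers to. Median totals also differed by replicate number, with 136500, 185756 and 202712 counts in replicates 1, 2 and 3.

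**Figure D1:**
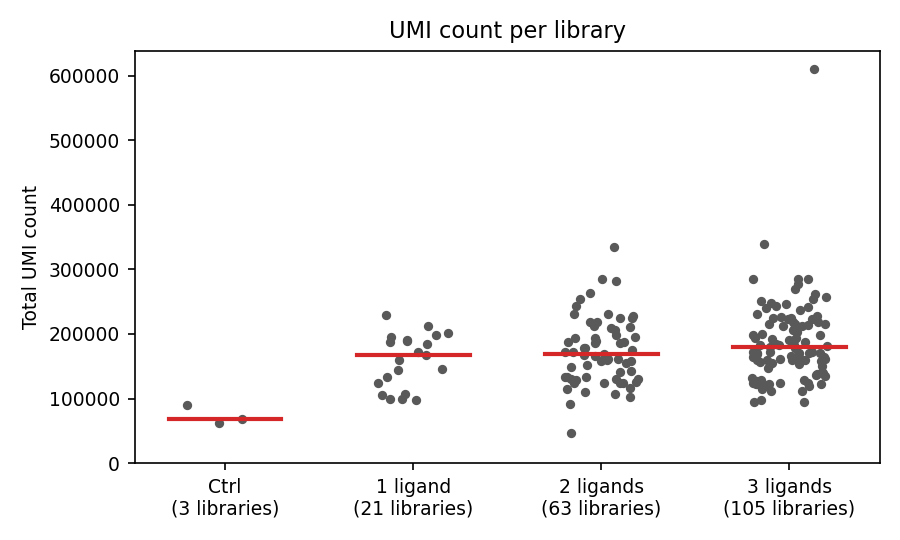
Total UMI count of each library, on a linear axis, by the number of ligands. Points are libraries and red lines are medians; the 3 Ctrl libraries lie between 61823 and 89530 counts, below the medians of the other classes.

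The first principal component of log2 CPM over the 4720 tested genes held 19.6% of the variance and the second 11.2%. Group membership accounted for 98.2% and 99.2% of the variance along them, and the replicate number for at most 0.255% along any of the first 4 components. The 10 most abundant genes took 17.5% of all UMIs.

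To ask what each ligand did alone, the single-ligand groups were compared with Ctrl. LPS changed 1143 genes (690 higher, 453 lower), cGAMP 830 (551 and 279), CpGB 804 (508 and 296), SeV 737 (495 and 242), PAM 656 (378 and 278), Zymosan 295 (209 and 86) and HMW 46 (45 and 1). Thinning every library to 46564 counts lowered all 7 numbers, to 708 for LPS and 27 for HMW. The number for HMW moved most without replicate 2 of all groups, to 17, and was 20 without HMW replicate 2 and 30 without Ctrl replicate 3. The split into higher and lower genes depended on the scaling of the libraries. Against TMM, RLE factors moved the median log2 fold change of all genes by -0.16 and library size alone by -0.36 (medians over the 63 conditions). Calls were made around 0 in each fit, without recentring on those shifted medians. Library size alone gave 540 higher and 765 lower genes for LPS, 452 and 484 for cGAMP and 392 and 491 for CpGB. It gave 413 and 362 for SeV, 283 and 371 for PAM, and 166 and 138 for Zymosan. RLE factors gave 166 higher and 138 lower genes for Zymosan as well, and DESeq2 gave 256 and 307 for PAM, 549 and 541 for LPS and 119 and 94 for Zymosan.

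**Figure D2:**
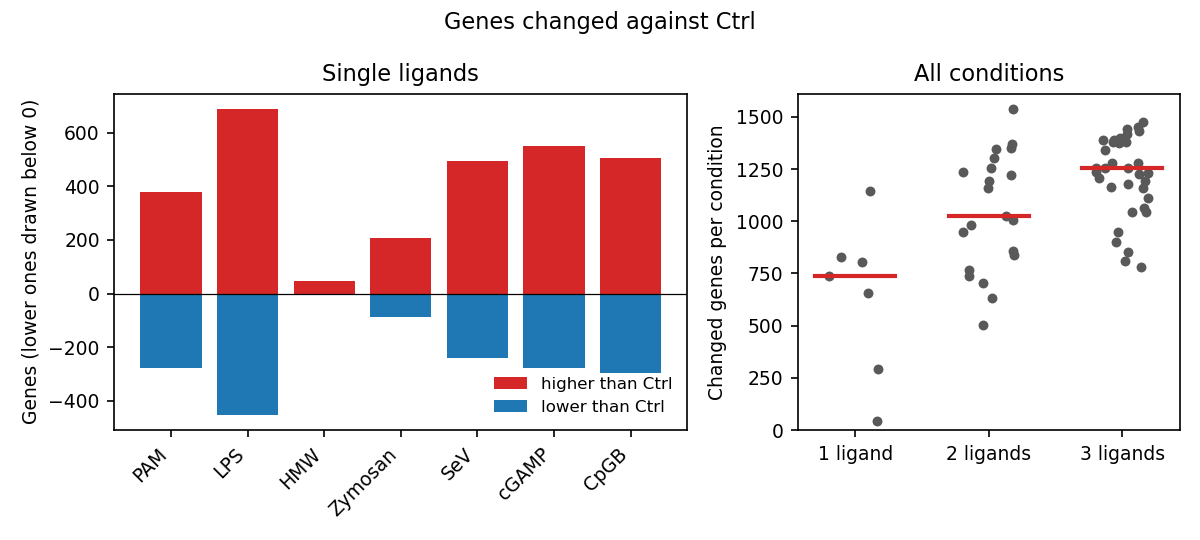
Left, genes changed against Ctrl by each single ligand, higher ones above 0 and lower ones below; right, changed genes of each of the 63 conditions (points) with class medians (red lines). LPS changed 1143 genes and HMW 46; the medians were 737 for single ligands, 1024 for pairs and 1255 for triplets.

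Of the interferon-response list, Cxcl10 was called with 4 of the 7 ligands and Ifit1 with 5. Cxcl10 was at 384 ± 111 CPM in Ctrl (SD, n = 3) and reached 11101 ± 244 CPM with cGAMP, 7305 ± 466 with LPS, 7097 ± 170 with SeV and 1735 ± 789 with CpGB. The log2 fold change with cGAMP was 4.86 (SE 0.23, adjusted p = 2.38e-51 by edgeR's quasi-likelihood test with Benjamini-Hochberg), and with CpGB it was 2.22 (SE 0.25, adjusted p = 5.53e-15). With PAM, HMW and Zymosan, Cxcl10 did not pass the threshold (log2 fold changes of 0.55, 0.50 and 0.46). Ifit1 rose from 218 ± 29.1 CPM to 5445 ± 377 with cGAMP, 3818 ± 253 with LPS, 3760 ± 314 with SeV and 1548 ± 436 with CpGB. In each of these 8 comparisons all 3 ligand libraries exceeded all 3 Ctrl libraries. With HMW, Ifit1 was at 480 ± 174 CPM (log2 fold change 1.18, SE 0.25, adjusted p = 0.000912), and this call was lost without HMW replicate 2 (log2 fold change 0.83, adjusted p = 0.263). With PAM it did not pass (0.69, adjusted p = 0.0551). With Zymosan it rose by a log2 fold change of 0.77 (adjusted p = 0.0488), under the fold threshold. This value moved with single libraries in both directions, to 1.13 without Zymosan replicate 3 (adjusted p = 0.00199) and to 0.29 without Zymosan replicate 2 (adjusted p = 0.687).

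Tnf and Il6, members of the inflammatory list, followed another order. Tnf was at 856 ± 254 CPM in Ctrl and reached 8099 ± 526 with PAM, 6094 ± 613 with CpGB, 5373 ± 149 with Zymosan, 4438 ± 66.6 with LPS and 3536 ± 229 with cGAMP, and was 985 ± 80.7 with HMW. The log2 fold change with PAM was 3.24 (SE 0.19, adjusted p = 2.34e-39 by edgeR's quasi-likelihood test with Benjamini-Hochberg). With SeV, Tnf rose by a log2 fold change of 1.06 (SE 0.20, adjusted p = 5.90e-06), which fell under the fold threshold with DESeq2 (0.94), RLE factors (0.94), library size alone (0.88) and without Ctrl replicate 1 (0.96). Il6 rose from 126 ± 48.6 CPM to 1336 ± 128 with PAM, 1266 ± 156 with LPS and 1160 ± 137 with CpGB, with log2 fold changes of 3.33, 3.25 and 3.15 (adjusted p of 1.24e-26 or less). With HMW, Zymosan, SeV and cGAMP, Il6 stayed between 109 and 177 CPM and was not called.

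Il12b and Il10 were near the detection limit of these libraries. Il12b had 3 counts over the Ctrl libraries and 90 with CpGB, a ratio of 14.9 with a counting interval of 4.94 to 73.7 (adjusted p = 0.000184 by edgeR's quasi-likelihood test with Benjamini-Hochberg). With LPS it had 32 counts, a ratio of 5.08 (interval 1.59 to 25.9), which did not pass the threshold (adjusted p = 0.0990) but did without the filter on low counts (0.00404) and in a fit of LPS and Ctrl alone (0.00644). The ratios with PAM, HMW, Zymosan, SeV and cGAMP had intervals that included 1. The lowest was with SeV, 0.19 from 1 count (interval 0.0036 to 2.38). Il10 had 0 counts in Ctrl, 8 with CpGB (adjusted p = 0.0750) and 4 with LPS (adjusted p = 0.215). It had at most 3 with any other single ligand and was not called with any single ligand. The fold with CpGB was 1.33 against 3 counts in Ctrl, which leaves out the counting error of the CpGB group. All 3 CpGB and all 3 LPS libraries lay above the Ctrl libraries. In combinations both genes were better measured. Il12b reached 1230 ± 437 CPM with LPS + cGAMP + CpGB and 1191 ± 360 with LPS + CpGB, and Il10 reached 190 ± 19.4 CPM with LPS + cGAMP + CpGB.

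The largest single-ligand rises and falls mostly involved genes with 0 counts in 1 of the groups. Their folds are therefore lower bounds, which leave out the counting error of the other group. In the Ctrl libraries Upp1, Phf11a, Ampd3, Tfec, Ccl12 and Sfmbt1 had 0 counts. Upp1 was at least 13.2-fold higher with LPS, 12.9-fold with cGAMP and 6.30-fold with CpGB. Phf11a was at least 12.7-fold higher with LPS, 13.4-fold with SeV, 12.5-fold with cGAMP and 6.30-fold with CpGB, and Ccl12 was at least 13.0-fold higher with SeV. Ampd3 was at least 5.31-fold higher with PAM and 6.60-fold with Zymosan, and Tfec was at least 5.15-fold and 4.64-fold higher with the same ligands. Among falls, Matk with PAM was at least 9.67-fold lower than in Ctrl, Fam198b with LPS 8.39-fold, Sesn1 with SeV 11.1-fold, Rxra with cGAMP 6.91-fold and C77080 with CpGB 11.4-fold, each with 0 counts in the ligand group. The adjusted p-values of these rises and falls were 0.000754 or smaller (edgeR's quasi-likelihood test with Benjamini-Hochberg). Tfec with Zymosan lost its call without replicate 2 of all groups (0.0567), and Matk, Fam198b and Rxra lost theirs when libraries were thinned (0.0700, 0.0761 and 0.0630). Phf11a and Ccl12 belong to families of similar genes, and how reads shared within a family were counted is not stated.

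The named genes of HMW and the fall named for Zymosan were weaker. With HMW, Sfmbt1 was at least 2.91-fold higher (adjusted p = 0.0336 by edgeR's quasi-likelihood test with Benjamini-Hochberg), Zfp131 had a ratio of 14.7 with a counting interval of 2.46 to 599 (adjusted p = 0.00504), and Uqcrh fell from 219 ± 33.8 to 103 ± 4.77 CPM (log2 fold change -1.07, SE 0.30, adjusted p = 0.0336). Sfmbt1 lost its call without HMW replicate 2 (adjusted p = 0.0796) and without Ctrl replicate 1, 2 or 3 (0.119, 0.118 and 0.230). Zfp131 lost it without Ctrl replicate 1 or 2 (0.0513 and 0.0611). Uqcrh lost it without the filter on low counts (0.321), without HMW replicate 1, 2 or 3 (0.0592, 0.216 and 0.0952) and without Ctrl replicate 1, 2 or 3 (0.243, 0.137 and 0.0607). With Zymosan, Rcbtb1 had 9 counts in Ctrl and 1 in the ligand group, a ratio of Ctrl to Zymosan of 16.8 with a counting interval of 2.33 to 737 (adjusted p = 0.0290). It lost its call without Ctrl replicate 3 (0.192) and without Zymosan replicate 1 or 3 (0.0670 and 0.154).

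The interferon-response list rose with cGAMP (median log2 fold change 4.22, fry adjusted p = 8.84e-19), LPS (3.87, 7.82e-18), SeV (3.83, 2.49e-17) and CpGB (2.51, 5.56e-10), and in each case 15 of 15 genes had an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. With HMW the list rose less (1.04, adjusted p = 0.0245), with 5 genes at an adjusted p under 0.05 over all genes and 9 adjusted over the list alone. The HMW result was lost without Ctrl replicate 3 (0.137), without HMW replicate 2 (0.113), without replicate 2 or 3 of all groups (0.108 and 0.0623) under camera with an estimated correlation (0.0506) and by fry on the libraries of HMW and Ctrl alone (0.106). With PAM (0.55, adjusted p = 0.140) and Zymosan (0.68, 0.250) it was not significant by fry, though 15 and 14 of its 15 genes rose. With PAM 3 genes had an adjusted p under 0.05 over all genes and 4 adjusted over the list alone, and with Zymosan 3 and 5. On the libraries of PAM and Ctrl alone the list passed the threshold (0.0202), so the result for PAM depended on the fit.

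The inflammatory list rose with PAM (median log2 fold change 3.24, fry adjusted p = 2.19e-19), CpGB (3.36, 3.28e-18), LPS (2.37, 2.92e-12) and Zymosan (1.53, 4.99e-06). With genes absent from a group set to their bound, the medians were 3.24, 3.24, 2.28 and 1.19. Over all genes tested 11, 12, 10 and 9 of the 13 genes passed an adjusted p of 0.05, and adjusted over the list alone 11, 13, 11 and 9. With cGAMP the list rose by 0.60 (adjusted p = 0.0139, 4 of 13 genes by either adjustment), which was lost without Ctrl replicate 3 (0.0540), with library size alone (0.0727) and under camera with an estimated correlation (0.321). With SeV the list was not significant in the fit over all groups (0.61, or 0.52 at the bound, adjusted p = 0.221) but passed by fry on the libraries of SeV and Ctrl alone (0.00552), so it stays undecided. Of its 13 genes 11 rose with SeV and 4 passed by either adjustment. With HMW the median was -0.11 (adjusted p = 0.765) with a sign that turned without HMW replicate 3. Camera with its preset correlation of 0.01 called the same lists as fry. Whether a list responded differently to one ligand than to another was not tested.

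Responses to single ligands were compared across the 1759 genes called for at least 1 of them. Genes are not independent replicates, and responses that share the Ctrl libraries correlate by chance. Over 100 simulated sets of unchanged groups the mean r was 0.147 (SD 0.0323, maximum 0.279). Of 21 pairs of ligands, the highest correlations were between SeV and cGAMP (r = 0.930) and between LPS and CpGB (0.913). PAM with CpGB and LPS with SeV followed, both at 0.851. The lowest was between Zymosan and SeV (0.439), above the simulated maximum. The simulation may not hold all the noise of the shallow Ctrl libraries. It therefore cannot exclude that shared controls account for part of these correlations. With replicates left out, SeV and cGAMP ranged from 0.914 to 0.933 and LPS and CpGB from 0.895 to 0.916. PAM and CpGB ranged from 0.832 to 0.859, LPS and SeV from 0.839 to 0.857, and Zymosan and SeV from 0.405 to 0.473.

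Combinations were compared with Ctrl in the same way. Pairs changed a median of 1024 genes, from 504 for HMW + Zymosan to 1537 for PAM + LPS, and triplets a median of 1255, from 783 for PAM + HMW + CpGB to 1474 for PAM + HMW + cGAMP. The medians of higher and lower genes were 651 and 400 for pairs and 755 and 489 for triplets. Library size alone gave 505 and 670 for pairs and 556 and 906 for triplets, RLE factors 565 and 515 and 658 and 656, DESeq2 503 and 458 and 591 and 608, and no filter on low counts 734 and 226 and 858 and 349. Thinning to equal totals moved the medians most, to 606 for pairs and 762 for triplets against 417 for single ligands. It gave 267 genes for HMW + Zymosan, 927 for PAM + LPS, 468 for PAM + HMW + CpGB and 830 for PAM + HMW + cGAMP. Without replicate 3 of all groups, HMW + Zymosan had 317.

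To ask whether the effects of 2 ligands add up, each pair was compared with the sum of its single effects on the log2 scale. Of 99120 gene and pair tests, 4540 showed an interaction, 3470 negative and 1070 positive, over 1274 genes and 20 of 21 pairs. Among calls with a positive sum of single effects, 99.3% lay below the sum. In counts simulated from exactly additive pairs this share was 100%, though with only 4 calls in all. The sum and the interaction share noise, so the share by itself does not separate the cases. Thinning moved the number most, to 1926. LPS + CpGB had 618 interactions, LPS + cGAMP 555 and PAM + CpGB 467, and thinning left 298, 250 and 189 of them. PAM + HMW had 2, with 0 to 30 under the alternatives, and HMW + Zymosan had 0 by edgeR's quasi-likelihood test, with 256 genes at an unadjusted p under 0.05 1 call by DESeq2 and 16 with adjustment over all pairs together. The genes named for interactions were near their single-ligand level in the pair. Il1b rose from 313 ± 51.4 CPM in Ctrl to 8130 ± 506 with PAM and 5542 ± 826 with CpGB, and was at 8199 ± 440 with PAM + CpGB (interaction -4.15, SE 0.20, adjusted p = 2.79e-48 by edgeR's quasi-likelihood test with Benjamini-Hochberg). Mx1 rose from 393 ± 129 CPM to 5438 ± 488 with SeV and 5027 ± 410 with cGAMP, and was at 4190 ± 270 with both (interaction -4.09, SE 0.21, adjusted p = 1.47e-44). The interaction of LPS with cGAMP was -3.64 for Gbp2 (SE 0.22, adjusted p = 2.25e-37), and that of PAM with LPS was -3.46 for Slc7a2 (SE 0.22, adjusted p = 4.75e-35). These 4 calls held under the 18 alternatives applied to each. Gbp2 and Mx1 have close relatives among mouse genes, so their counts carry the uncertainty of shared reads.

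**Figure D3:**
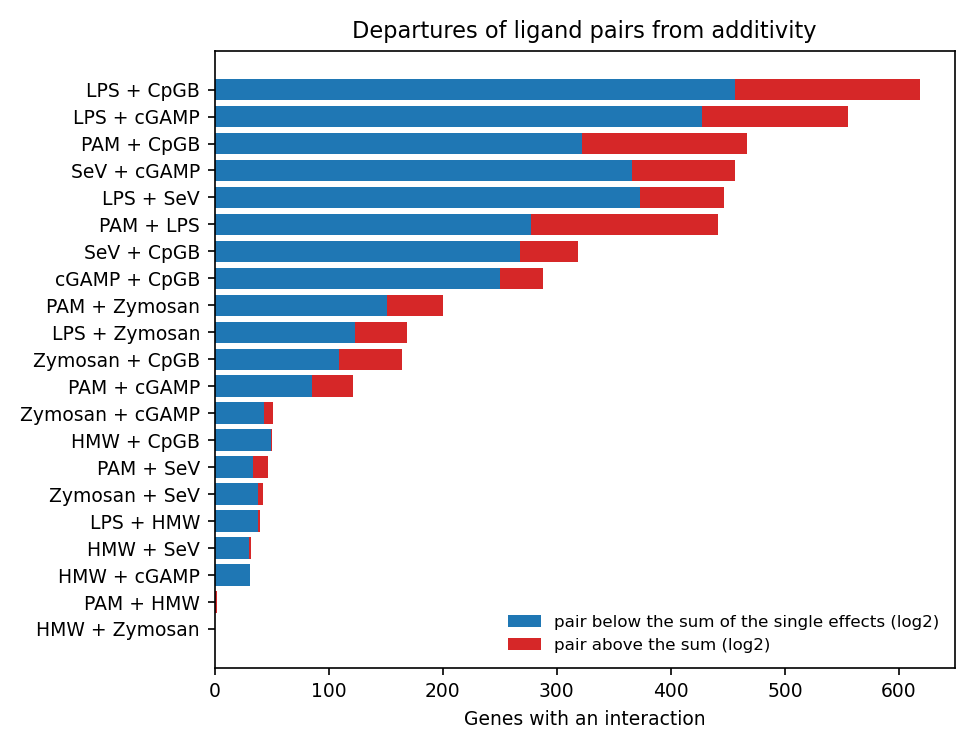
Number of genes with an interaction for each of the 21 pairs, split into pairs below (blue) and above (red) the sum of the single effects on the log2 scale. LPS + CpGB had 618 and HMW + Zymosan 0.

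A test that does not assume additivity asked which genes were higher or lower in a pair than with either ligand alone. There were 350 calls above both single ligands in 12 of 21 pairs, over 191 genes, and 50 below both. PAM + cGAMP had the most above both, 69, with 26 after thinning and 129 without the fold threshold. The balance depended on the scaling, since library size alone gave 195 above and 143 below. Without the fold threshold there were 798 above and 99 below. Il6 reached 5896 ± 253 CPM with PAM + cGAMP, against 1336 ± 128 with PAM and 177 ± 38.9 with cGAMP (log2 fold change over the higher single 2.15, adjusted p = 1.69e-33 by edgeR's quasi-likelihood test with Benjamini-Hochberg). Ccl4 reached 12101 ± 1175 CPM with PAM + SeV, against 1967 ± 212 with PAM and 3127 ± 224 with SeV (1.96, adjusted p = 1.61e-23). Tnf reached 21106 ± 1148 CPM with cGAMP + CpGB, against 3536 ± 229 and 6094 ± 613 (1.79, adjusted p = 3.58e-21). Hsd17b11 was at 428 ± 40.8 CPM with LPS, 350 ± 64.4 with CpGB and 472 ± 124 in Ctrl, and at 1566 ± 232 with LPS + CpGB (1.86, adjusted p = 1.20e-17). For these 4 genes all 3 pair libraries exceeded all 6 single-ligand libraries, and the calls held under the 13 alternatives applied to each.

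**Figure D4:**
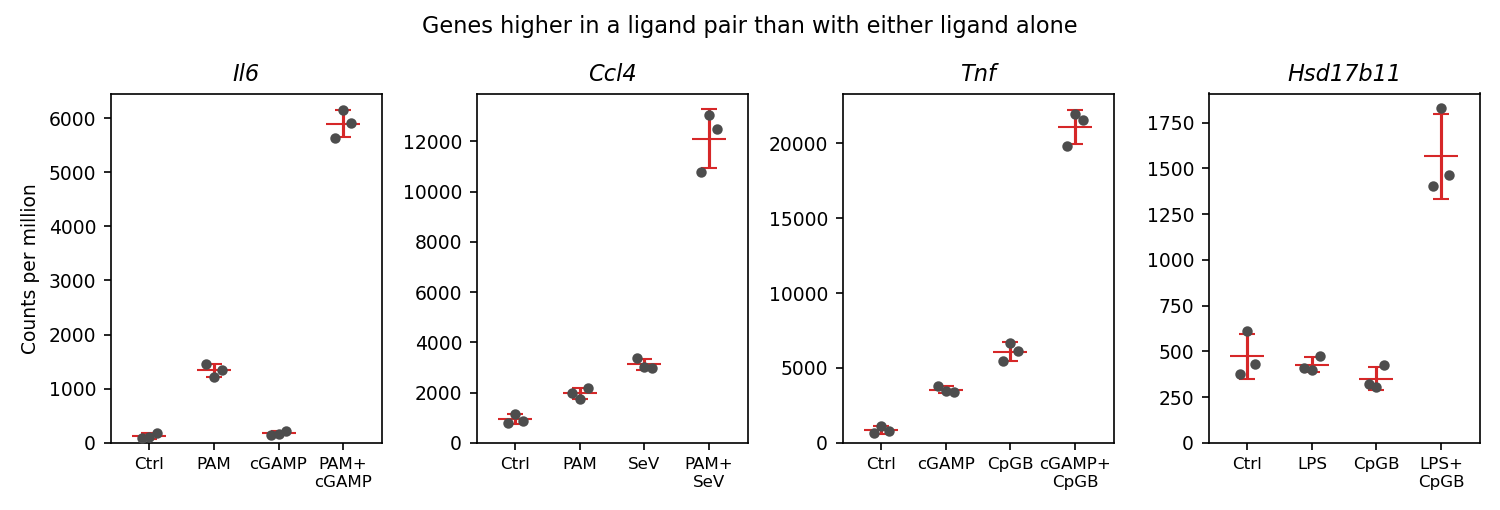
CPM on a linear axis of the 4 genes named for pairs above both single ligands, in Ctrl, each single ligand and the pair. Points are the 3 libraries of a group and bars are mean ± SD; Il6 was at 5896 CPM with PAM + cGAMP and Tnf at 21106 CPM with cGAMP + CpGB.

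Triplets were tested for departures from what their singles and pairs give. Of 165200 gene and triplet tests, 1542 showed a three-way interaction, 1327 positive and 215 negative, over 489 genes and 29 of 35 triplets. LPS + SeV + cGAMP had the most, 225, followed by LPS + SeV + CpGB with 195 and PAM + LPS + CpGB with 188. Thinning moved the total most, to 566, and these 3 to 117, 77 and 65. Small counts were unstable. In 9 of 35 triplets, none with over 20 calls, the number moved by over 1.5 times when the same replicate of all triplets was left out. LPS + Zymosan + cGAMP had 20 three-way calls, and 11 without replicate 2 of the triplets, and Zymosan + SeV + cGAMP had 8, and 1 without replicate 1. The 4 named genes were those whose pairs fell far below additivity. Mx1 was at 4650 ± 242 CPM with LPS + SeV + cGAMP, between 4190 and 6087 CPM in the 3 pairs and between 5027 and 5607 CPM in the 3 single ligands (three-way interaction 3.89, SE 0.28, adjusted p = 1.57e-28 by edgeR's quasi-likelihood test with Benjamini-Hochberg). Il1b with PAM + LPS + CpGB had a three-way interaction of 3.34 (SE 0.26, adjusted p = 5.39e-24) at 7758 ± 1068 CPM, against 5751 to 8357 CPM in the pairs. For Clec4e with PAM + Zymosan + CpGB the value was 2.93 (SE 0.24, adjusted p = 1.99e-22), and for Gbp2 with LPS + SeV + CpGB it was 2.96 (SE 0.28, adjusted p = 1.19e-17). These calls held under the 22 alternatives applied to each.

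Few genes were higher in a triplet than in each of its 3 pairs. There were 19 calls over 18 genes in 7 of 35 triplets, and 49 without the fold threshold. Ccl4 was at 11656 ± 3293 CPM with PAM + HMW + Zymosan, against 5268 ± 294 CPM in the highest pair, PAM + Zymosan (log2 fold change over it 1.15, adjusted p = 6.28e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg). Without replicate 1 of the triplets this fell to 0.92, under the fold threshold. Tnfsf15 was at 1202 ± 1044 CPM with HMW + SeV + CpGB, against 388 ± 96.5 with SeV + CpGB (1.58, adjusted p = 5.55e-07). Its 3 triplet libraries spread from 562 to 2407 CPM, and without replicate 1 of the triplets the difference was 0.66 (adjusted p = 1). Ly6c2 was at 684 ± 651 CPM with PAM + HMW + SeV, against 275 ± 10.4 with PAM + SeV (1.43, adjusted p = 9.29e-05), and without replicate 3 of the triplets the difference was 0.18 (adjusted p = 1). With DESeq2 its adjusted p was 0.0892. Ly6c2 also has a near-identical relative. Ifnb1 was at 884 ± 164 CPM with LPS + cGAMP + CpGB, against 409 ± 66.7 with cGAMP + CpGB (1.13, adjusted p = 0.000966). Its call was lost without replicate 3 of the triplets (0.98, adjusted p = 0.0996) and without replicate 2 of the pairs (1.01, adjusted p = 0.0602). For all 4 genes the 3 triplet libraries exceeded all 9 pair libraries. Counts per triplet moved by over 1.5 times in 8 of 35 when the same replicate of all triplets was left out. PAM + HMW + Zymosan had 7 calls, and 1, 25 or 10 without replicate 1, 2 or 3. PAM + HMW + SeV had 2, and 9, 9 or 0. HMW + SeV + CpGB had 4, and 0, 5 or 5, HMW + SeV + cGAMP had 1, and 0, 3 or 3, and LPS + cGAMP + CpGB had 2, and 1, 1 or 0. PAM + Zymosan + cGAMP had 2, and 3, 1 or 1, PAM + LPS + Zymosan had 1, and 1, 0 or 0, and PAM + LPS + cGAMP had 0, and 0, 1 or 0.

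To ask how well triplet responses follow from simpler ones, 6 predictions were compared with the measured log2 fold changes over 2720 genes. The mean of the 3 pair effects had the smallest RMS error, a median of 0.39 over the 35 triplets (across genes, median r = 0.967, 0.955 to 0.969 with replicates left out and 0.950 over all tested genes), and was the best of the 6 in 35 of 35. The strongest pair had an error of 0.49, the strongest single 0.59, the pairwise log model 0.88, the pairwise linear model 1.34 and the sum of singles 1.62. A single triplet library differed from the mean of the other 2 by a median of 0.51, which holds more noise than a comparison of means of 3. Noise in the group means accounted for an error of 0.29 for the mean of pairs, 0.75 for the pairwise log model and 0.85 for the sum of singles. With it removed, 0.26, 0.42 and 1.37 remained, and 0 of 35 triplets lay at or under the noise for any of these 3. Averaging lowers noise, and the noise of the strongest pair and the strongest single was not removed. How much of the lead of the mean of pairs over the strongest pair comes from averaging is therefore open. The prior count moved the errors most, with 0.52 for the mean of pairs and 2.14 for the sum of singles at a prior count of 0.5, and the order of the 6 predictions was the same at 0.5 and at 5.

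**Figure D5:**
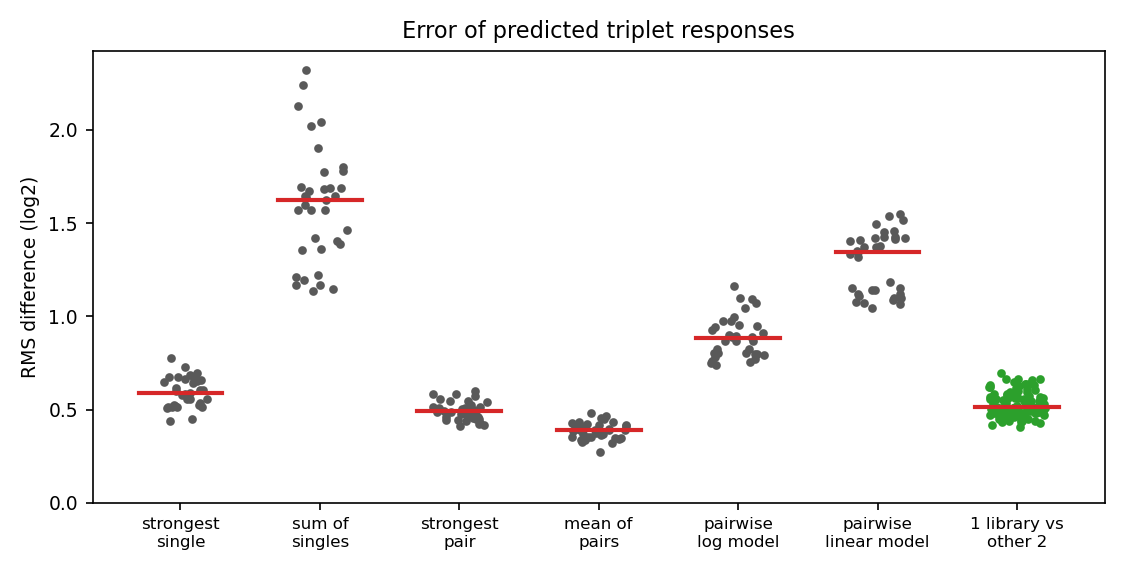
RMS difference between predicted and measured log2 fold changes for each of the 35 triplets (points) under 6 predictions, with medians as red lines; the last column gives the difference of 1 triplet library from the mean of the other 2. The mean of pairs has the lowest median, 0.39, and the sum of singles the highest, 1.62.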

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

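The genes below were chosen after their values were seen, and the 3 tests of each effect beside another ligand were set before their results were seen. The same tests of the effect of the ligand alone were added after those results were seen. They stand out because the effect of a ligand turned its sign beside another ligand, by a test of the difference itself (the pair interaction of edgeR's quasi-likelihood test with Benjamini-Hochberg). Such reversals, past the thresholds in both settings and in the interaction, occurred in 79 cases over 52 genes and 14 of 21 pairs. In 62 cases the ligand raised the gene when given alone, and in 43 the ligand was LPS. PAM + LPS had the most, 17. These counts were not repeated with other settings. The cases with the smallest interaction p, 1 per gene and 1 per pair, are given.

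Marco rose from 337 ± 20.1 CPM in Ctrl to 1456 ± 126 with LPS (log2 fold change 2.12, SE 0.25, SD of 3 libraries throughout). With PAM it was at 5121 ± 411 CPM and with PAM + LPS at 987 ± 478, so the effect of LPS beside PAM was -2.45 (SE 0.19) and the difference between both effects was -4.56 (SE 0.31, adjusted p = 2.38e-31). The highest of the 3 pair libraries, at 1531 CPM, lay below the lowest PAM library, at 4723. Library size alone shifted the median log2 fold change against Ctrl by -0.54 in the most shifted condition. That is too little to remove an effect of this size, and with library size alone the effect beside PAM was -2.60. It was -2.62 in counts thinned to 1 total, from 123 counts in the pair and 758 with PAM. Thinning could hardly remove an effect on such counts, so it is a weak test of depth. The effect was at its least extreme -2.14 when each of the 6 libraries was left out in turn, which argues against a single library. The effect of LPS alone was 1.87, 1.82 and at its least extreme 2.04 in the same 3 tests. These values are consistent with an effect of the ligand combination, which the design names and which remains a hypothesis. Reads shared with related genes were not tested.

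Zyx rose from 399 ± 52.5 CPM to 838 ± 76.7 with LPS (log2 fold change 1.06, SE 0.18) and to 1590 ± 137 with cGAMP, and was at 618 ± 47.4 with both. Beside cGAMP the effect of LPS was -1.36 (SE 0.14), a difference of -2.41 (SE 0.23, adjusted p = 8.96e-19). It was -1.52 with library size alone, -1.59 at equal totals and at its least extreme -1.31 without 1 library. The effect of LPS alone kept its sign beyond its error but fell under 1, to 0.83 with library size alone, 0.93 at equal totals and 0.98 without 1 library. The change of sign thus held with library size alone, at equal totals and without 1 library. Other scaling and thinning could hardly turn the sign of effects of this size, so they are weak tests. The rise with LPS alone passed the fold threshold in the reported fit only narrowly. An effect of the combination may explain the change of sign, and reads shared with related genes were not tested.

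Cxcl3 rose from 337 ± 63.7 CPM to 1239 ± 239 with LPS (log2 fold change 1.88, SE 0.29) and to 4064 ± 330 with CpGB, and was at 1289 ± 210 with both. Beside CpGB the effect of LPS was -1.66 (SE 0.20), a difference of -3.54 (SE 0.35, adjusted p = 6.77e-18). Library size alone gave -1.79, equal totals -1.84 and the least extreme value without 1 library -1.54, and for LPS alone these were 1.64, 1.88 and 1.73. The level in the pair was close to that with LPS alone, so a candidate explanation is that LPS sets the level beside CpGB. The effect of LPS on Cxcl3 was also negative beside PAM (-2.27) and beside Zymosan (-1.56). With LPS + Zymosan, however, Cxcl3 lay below LPS alone (log2 fold change -1.11, SE 0.23, adjusted p = 0.000154 by the same test). This argues against LPS setting the level in that pair. Cxcl3 has close relatives among chemokine genes, and whether reads were shared with them stays open.

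Arhgap25 went the other way. It was at 520 ± 50.9 CPM in Ctrl, 158 ± 96.2 with Zymosan (log2 fold change -1.58, SE 0.25), 17.6 ± 15.4 with PAM and 95.8 ± 43.7 with both, so the effect of Zymosan beside PAM was 2.36 (SE 0.47) and the difference was 3.94 (SE 0.52, adjusted p = 5.22e-10). The effect beside PAM was 2.41 with library size alone, 2 in counts thinned to 1 total (the depth test) and at its least extreme 2.05 without 1 library. The thinned value rests on 12 counts in the pair and 3 with PAM, so depth stays open for it. The effect of Zymosan alone was -1.83 with library size alone, -1.83 at equal totals and at its least extreme -1.34. The PAM libraries lay between 6.56 and 35.2 CPM, near the 5.65 CPM that 3 counts over the PAM group stand for. The size of this effect is therefore less certain than those above. An effect of the combination may be involved, and sharing of reads was not tested.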

How the results depend on the processing

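Leaving out a replicate of all pairs or of all triplets or the 4 libraries nearer to a partner group, camera with an estimated correlation, list tests on the compared groups only, and the alternatives applied to named genes and response correlations were chosen after the data were seen. The other alternatives were set in advance.

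Thinning every library to 46564 counts lowered every total below. It gave 375 changed genes for PAM, 708 for LPS, 27 for HMW, 155 for Zymosan, 417 for SeV, 501 for cGAMP and 492 for CpGB, and medians of 606 for pairs and 762 for triplets. Pair interactions fell to 1926, three-way interactions to 566, pairs above both singles to 144, pairs below both to 5 and triplets above all 3 pairs to 3. Fewer counts per library show the cause by construction. The order pairs and triplets above single ligands was kept. Thinning also took the calls of Sfmbt1, Zfp131 and Uqcrh with HMW (adjusted p of 0.0653, 0.0603 and 0.543), of Rcbtb1 with Zymosan (0.147), and of Ly6c2 and Ifnb1 in triplets (0.810 and 0.183).

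Without the fold threshold there were 798 calls above both singles, 99 below both and 49 triplets above all 3 pairs, which follows from the looser rule. Library size alone gave 195 above and 143 below both singles, and no filter on low counts gave 30 below both. The share below additivity was taken over interactions with a positive sum of single effects. It was 98.9% with DESeq2, 99.1% with RLE factors and 99.0% in fits on the compared groups only, against 99.3%. By itself this share does not tell additive from other pairs. The cause of these shifts was not tested. These 3 shares moved by more than their SD over the fits leaving out a replicate of all groups. Among counts of calls, 91 comparisons with an alternative other than leaving out replicates stayed within 1.5 times of the reported number and 20 did not, all of which are given here.

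The balance of higher and lower genes moved by over 10 percentage points in 62 of 63 conditions with library size alone, 46 with DESeq2, 46 without the filter, 37 with RLE factors, 2 after thinning and 0 with the replicate block. Without the filter, PAM had 414 higher and 171 lower genes, LPS 805 and 284, Zymosan 244 and 31, SeV 552 and 99, cGAMP 612 and 177 and CpGB 537 and 187. After thinning, Zymosan had 126 and 29 and Zymosan + SeV 338 and 94.

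In the interferon-response list HMW had an adjusted p of 0.0506 under camera with an estimated correlation and 0.106 in fits on the compared groups only, where PAM passed the threshold (0.0202). SeV passed it there in the inflammatory list (0.00552). For that list cGAMP had 0.321 under camera with an estimated correlation and 0.0727 with library size alone. The cause was not tested. The other 78 list tests under these alternatives stayed on their side of the threshold with their direction. The errors of the 6 predictions moved with the prior count. At 0.5 they were 0.78 for the strongest single, 2.14 for the sum of singles, 0.67 for the strongest pair, 0.52 for the mean of pairs, 1.22 for the pairwise log model and 1.69 for the pairwise linear model. At 5 they were 0.46, 1.27, 0.37, 0.30, 0.65 and 0.97. Over all tested genes the sum of singles had 1.34.

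Counts of single combinations moved as well. With adjustment over all combinations together PAM + HMW had 30 interactions, HMW + Zymosan 16 and LPS + SeV + CpGB 127 three-way calls. Without replicate 3 of all groups LPS + CpGB had 409 interactions, PAM + CpGB 290 and LPS + SeV + CpGB 96 three-way calls. For PAM + cGAMP, calls above both singles numbered 35 with library size alone, and 42 and 43 without replicate 2 or 3 of all groups. Of the correlations between single responses, 16 moved by more than the SD over single replicates when a replicate was left out and 110 did not, and none of the 42 under RLE factors or library size alone did. The correlations of predictions moved in 22 of the fits with libraries left out and in 7 under other alternatives.

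Leaving out 1 replicate of 3 also lowers the number of samples. Over these fits HMW changed 17 to 66 genes, Zymosan 175 to 273 and SeV 491 to 668. Pair interactions numbered 2796 to 4192. Among those with a positive sum of single effects, 99.3% to 99.9% lay below the sum. Pairs above both singles numbered 200 to 365, pairs below both 18 to 54, three-way interactions 906 to 1650 and triplets above all 3 pairs 5 to 45. The libraries behind the largest falls were replicate 3 of all groups for Zymosan (175), SeV (491), interactions (2796) and pairs above (200) and below (18) both singles. Without replicate 2 of all groups there were 17 genes for HMW, 184 for Zymosan, 2999 interactions, 20 pairs below both and 906 three-way interactions, and without replicate 3 there were 909. Leaving out replicate 2 or 3 of the pairs gave 29 and 33 below both. Triplets above all 3 pairs numbered 5 without replicate 1 of all groups, 35 without replicate 2, 10, 9 and 7 without replicate 1, 2 or 3 of the pairs, and 45 without replicate 2 of the triplets. Leaving out the 4 libraries nearer to a partner group gave 1652 three-way interactions and 15 triplets above all 3 pairs. With 2 libraries left in a group the spread was pooled over all groups. Errors ranged from 0.49 to 0.57 for the strongest pair, 0.39 to 0.44 for the mean of pairs, 0.89 to 1.05 for the log model and 1.35 to 1.58 for the linear model.

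The interferon-response list with HMW had adjusted p-values from 0.00385 (without HMW replicate 3) to 0.137 (without Ctrl replicate 3), and the inflammatory list with cGAMP from 0.0173 to 0.0540. For HMW and the inflammatory list they ranged from 0.758 to 0.977, with a direction that turned without HMW replicate 3 (0.919) and without replicate 3 of all groups (0.977). The remaining 119 list tests with a replicate left out stayed on their side.

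A change of sign in a named gene occurred only where the reported change was not called. The log2 fold change of Il6 with HMW was -0.21 and ranged from -0.72 (without replicate 2 of all groups) to 0.42 (without replicate 3), and it was positive without replicate 3 of Ctrl (0.21) or of HMW (0.0067) alone. After thinning, Il6 was at -0.088 with SeV and -0.84 with cGAMP. Il12b with HMW was at 0.036 without the filter and 0.77 after thinning, and with Zymosan at 0.012 and 0.069. Leaving out single replicates moved it from -0.89 (without HMW replicate 3) to 0.65 for HMW and from -0.59 (without Ctrl replicate 1) to 0.61 for Zymosan, both highest without Ctrl replicate 3. These genes had few counts in those groups.

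With the replicate number as a block, LPS changed 1148 genes, and there were 4715 pair interactions, 1672 three-way interactions, 358 pairs above both singles, 53 below both and 20 triplets above all 3 pairs. Libraries with the same number did not deviate together, with mean correlations of their deviations of 0.00495, 0.0114 and 0.00844 for replicates 1, 2 and 3, so the numbers were not read as pairing the samples.

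Leaving out libraries under 25% of the median total changed nothing, since 0 of them had under 42904 counts. Fits on the compared groups only were not run for pairs above or below both singles and triplets above all 3 pairs, and leaving out Ctrl libraries does not apply to those. DESeq2 gave a p-value for each of the 4720 genes. Depth limits what the smallest effects can show, with 3 counts over the Ctrl group standing for 11.7 CPM. Genes with 0 counts in a group gave at most bounds and not fold changes. Genes that were counted there, but no more than 3 times, gave ratios with counting intervals.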

Other observations

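The tests of exchanged labels were chosen only after the distances of the libraries were seen, the genes and the decision rule of the test of mixed samples were changed after a first result of it was seen, and the simulated references of the tests of a ceiling were added after the observed shares were seen. The other tests described here were set before their results were seen.

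A set of 4 libraries lay apart from their groups in a way that pairs them. Each library was compared, over the 1000 most variable genes, with the other 2 libraries of its own group and with those of every other group, and all 18144 exchanges of 2 libraries between groups were scored by how far they would bring both closer. Exchanging replicate 1 of HMW + SeV + CpGB with replicate 1 of HMW + cGAMP + CpGB ranked first (fall in mean squared distance 0.740), exchanging replicate 1 of HMW + SeV + cGAMP with replicate 1 of Zymosan + SeV + cGAMP ranked second (0.591), and the next exchange reached 0.204. In the 3720 genes not used for the search, the first exchange ranked 2 and the second ranked 1. All 4 libraries were closer to the partner group than to their own, at RMS distances of 0.514 against 0.780, 0.555 against 0.839, 0.613 against 0.796 and 0.539 against 0.790. Their columns are consecutive in the table (57 to 60), the outer ones forming 1 exchange and the inner ones the other, as if the order of 4 samples had been reversed. By itself, nearness to another group is common here, since 82 of the libraries were nearest to a group other than their own.

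If low depth were the cause, the libraries would lie with their own groups at equal totals. After thinning to 1 total, 2 of the 2 libraries of each exchange were still closer to the partner group, which argues against it. A mixture of both samples would give a weight of the partner profile between 0 and 1. The smaller of the weights was 0.914 (SE 0.0319) for the first exchange and 0.820 (SE 0.0381) for the second, and the larger ones 0.964 and 0.849, over 77 and 89 genes. Noise in the reference profiles lowers such weights too, so a small admixture and a complete exchange cannot be told apart. Labels exchanged at some step may explain the pattern. The labels were kept as deposited throughout. In a fit without all 4 libraries, 0 of 4 genes stayed above all 3 pairs in HMW + SeV + CpGB, with log2 fold changes falling from 1.58 to 0.64 for Tnfsf15, 1.19 to 0.55 for Ccl2, 2.03 to 1.13 for Ccl7 and 1.63 to 0.27 for Polr2g. In HMW + SeV + cGAMP Inhba, the 1 gene, fell from 1.62 to 0.84. Of the three-way calls, HMW + SeV + CpGB kept 29 of 35, HMW + cGAMP + CpGB 20 of 20, HMW + SeV + cGAMP 12 of 13 and Zymosan + SeV + cGAMP 4 of 8. The 4 lost there (Clec5a, Ifit3, Pnp and Srgap2) had somewhat lower values, such as 1.77 instead of 2.01 for Ifit3. Over all triplets there were 1652 three-way calls against 1542 and 15 above all 3 pairs against 19.

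Other libraries lay apart from their groups without a clear partner. Replicate 3 of PAM + HMW + SeV, the deepest library, had the largest ratios of chi-square to degrees of freedom against its own replicates, 6.04 and 5.76, and replicate 1 of PAM + HMW + Zymosan had 4.74 and 3.05, against 3.11 to 4.41 for the 4 libraries above. This ratio grows with depth. The former was at a distance of 0.528 from PAM + LPS and 0.696 from its own group, and the latter at 0.530 from PAM + Zymosan + SeV and 0.703 from its own. In the highest-ranked exchange of each, the library on the other side was no nearer to the new group (0.743 against 0.741, and 0.671 against 0.590). Without these 2 replicate numbers of the triplets, Ly6c2 and Ccl4 were no longer called above all 3 pairs. Replicate 1 of PAM + LPS and replicate 3 of LPS + SeV + CpGB lay further from their own groups, at 0.741 and 0.751. Their chi-square ratios against their own replicates were lower, between 2.55 and 2.76. The cause was not tested.

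More genes were changed in pairs and triplets than with single ligands. If deeper libraries were the cause, the medians would be alike at equal totals. After thinning, single ligands changed a median of 417 genes, pairs 606 and triplets 762, a ratio of triplets to single ligands of 1.83. Depth as the whole cause is therefore unlikely, and more ligands acting on more genes remains a hypothesis.

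Pair interactions below additivity were tested against noise and the shared Ctrl libraries. Counts simulated from exactly additive pairs with the real library sizes gave 4 interaction calls, against 4540 observed. Among calls with a positive sum of single effects, the share below the sum was 100% there too. That share is therefore no evidence on its own. Another explanation is that the stronger ligand alone sets the level of a gene. Cases were chosen in replicate 1 (both single effects at least 1 on the log2 scale) and measured in replicates 2 and 3. Of 9757 gene and pair cases 73.8% had a negative interaction, against 55.2% in the additive simulation, and 74.2% lay closer to the larger single effect than to the sum, and a majority did so in all 21 pairs. In the additive simulation 38.5% did, with a majority in 2 of 21 pairs. The median effect was 1.09 in the pair, 1.14 for the larger single and 1.66 for the sum. The same explanation predicts positive three-way interactions, because subtracting 3 pairs that each fall short of additivity overcorrects. Of 10949 gene and triplet cases 67.4% were positive, with a majority in 34 of 35 triplets. In counts simulated without a three-way term 51.1% were, with a majority in 23 of 35 triplets, so the number of triplets separates the cases less well than the share. These values fit a ceiling set by the strongest ligand better than addition on the log2 scale. Such a ceiling may lie in the cells or in the measurement. Rises that add as linear fold changes would also fall below the log2 sum. That was not tested for pairs, so the values do not single out a ceiling. A limit of the counting was not tested, though Il1b, Mx1 and Gbp2 stayed below the 21106 CPM that Tnf reached.

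Chance was tested by permuting group labels. Of 21 sets of labels (20 permutations of all libraries and the real one), 1, the real one, gave counts as large for each of these totals: median changed genes of pairs and of triplets, pair interactions, pairs above both singles, pairs below both singles, three-way interactions and triplets above all 3 pairs. The largest permuted numbers were 151 for pair interactions, 16 for three-way interactions and 0 for the others. Permuting all libraries puts unlike conditions into one group, which inflates the spread within groups. Low permuted numbers then follow from the design, so this test leaves chance open for these totals. The 6 libraries of a single ligand and Ctrl can be split in 10 ways, so no share under 1 in 10 can be reached and chance cannot be excluded by this test. The real split, 1 of 10, gave the most changed genes for each of the 7 ligands and the smallest fry p for 12 of the 14 list tests. For HMW and the inflammatory list 7 of 10 splits gave a p as small, and for Zymosan and the interferon-response list 5 of 10 did.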
